# Understanding the Mechanistic Contribution of Herbal Extracts in Compound Kushen Injection With Transcriptome Analysis

**DOI:** 10.3389/fonc.2019.00632

**Published:** 2019-07-12

**Authors:** Hanyuan Shen, Zhipeng Qu, Yuka Harata-Lee, Thazin Nwe Aung, Jian Cui, Wei Wang, R. Daniel Kortschak, David L. Adelson

**Keywords:** transcriptome, herb combination, traditional Chinese medicine, cancer treatment, Compound Kushen Injection

## Abstract

Herbal compatibility is the knowledge of which herbs to combine in traditional Chinese medicine (TCM) formulations. The lack of understanding of herbal compatibility is one of the key problems for the application and popularization of TCM in western society. Because of the chemical complexity of herbal medicines, it is simpler to begin to conduct compatibility research based on herbs rather than component plant secondary metabolites. We have used transcriptome analysis to explore the effects and interactions of two plant extracts (Kushen and Baituling) combined in Compound Kushen Injection (CKI). Based on shared chemical compounds and *in vitro* cytotoxicity comparisons, we found that both the major compounds in CKI, and the cytotoxicity effects of CKI were mainly derived from the extract of Kushen (*Sophorae flavescentis*). We generated and analyzed transcriptome data from MDA-MB-231 cells treated with single-herb extracts or CKI and results showed that Kushen contributed to the perturbation of the majority of cytotoxicity/cancer related pathways in CKI such as cell cycle and DNA replication. We also found that Baituling (*Heterosmilax yunnanensis Gagnep*) could not only enhance the cytotoxic effects of Kushen in CKI, but also activate immune-related pathways. Our analyses predicted that IL-1β gene expression was upregulated by Baituling in CKI and we confirmed that IL-1β protein expression was increased using an ELISA assay. Altogether, these findings help to explain the rationale for combining Kushen and Baituling in CKI, and show that transcriptome analysis using single herb extracts is an effective method for understanding herbal compatibility in TCM.

## Introduction

At present many complex and chronic diseases rely on therapies that combine modern pharmaceuticals. A similar multiple-herb strategy known as “Fufang” is an essential component in traditional Chinese medicine (TCM) theory and is used to achieve better therapeutic results, and reduce side effects and herbal toxicity (1, 2). As a result of thousands of years' of accumulated clinical practice, TCM has more than 100,000 formulae and abundant experience that has contributed to an understanding of which herbs should be combined in particular circumstances, herein referred to as herbal compatibility (3, 4). However, because herbal medicines are made up of complex mixtures of plant secondary metabolites, the mechanism of most TCM formulas has not been explored. This limitation of TCM has become one of the key problems for its modernization, and hinders the application and popularization of herbal medicines (5).

Recent rapid developments in analytical chemistry and molecular biology have provided methods for researchers to tackle the complex mechanisms of herbal compatibility on a number of different levels. Usually, these methods focus on one or a few components within a complex mixture, in attempts to reveal how preparation/extraction for combined use can change their concentrations in products or pharmacokinetic processes *in vivo* (6–9). However, as a complex mixture may contain thousands of compounds, it is unclear how changing one or several components in a TCM formula can explain and account for the principles and observations of herbal compatibility. Furthermore, pharmacological models that measure phenotypes associated with efficacy or proxies for efficacy are limited in their ability to explain potential therapeutic effects and mechanisms. New high-throughput technologies for measuring molecular phenotypes such as gene expression, and bioinformatic methods can provide systematic ways for refining and clarifying complex biological processes that result from hundreds or thousands of molecular interactions. By applying these methods to the study of TCM, it is possible to transform the research paradigm from “main active compound that influences one target” to “multiple components that influence many network targets” (10, 11). Although it is now common to apply RNA-sequencing and systematic methods to study the effects of whole TCM formulae, no literature has applied these methods to study herbal compatibility. In this report, we apply transcriptome analysis to identify how the combination of Kushen (*Sophorae flavescentis*) and Baituling (*Heterosmilax yunnanensis Gagnep*) extracts can account for the broader and increased effects observed in Compound Kushen Injection (CKI).

Our model system for dissecting herbal compatibility, CKI, is derived from an ancient Chinese formula and was approved by the State Food and Drug Administration (SFDA) of China in 1995. It is widely used as an adjuvant medicine in the treatment of carcinomas for pain relief, activation of innate immune response and reduced side effects in cancer therapy (12, 13). Our previous results have shown that CKI suppresses the growth of cancer cells by inhibiting cell cycle, energy metabolism, and DNA repair pathways (10, 14). Kushen is considered to be the principal herb and major contributor to the molecular effects of CKI. Many published studies have reported on the alkaloids and flavonoids contained in CKI, most of which are extracted from Kushen. These compounds have been reported to have a variety of bioactivities, including antitumor, antioxidant, and anti-inflammatory activities (15, 16). However, there is no literature that mentions the role of Baituling in CKI. Therefore, current studies are not sufficient to provide a rational framework for CKI prescription or explain its molecular mechanisms.

In this report, we break down the formula into its individual components in order to study the herbal compatibility of CKI. By comparing transcriptome changes in MDA-MB-231 cells between CKI and single herbal extract treatments, we found that Kushen extract alone, perturbed most of the pathways through which CKI exerts its effects on cancer cells. However, integrating Kushen with Baituling can enhance the effects of Kushen alone on cancer-related pathways and in addition can activate innate immune functions. These results support the TCM rationale behind the CKI formula and confirm RNA-sequencing as a useful tool for the identification of candidate mechanisms in TCM research.

## Materials and Methods

### Cell Culture and Drugs

MDA-MB-231 (ATCC Cat# CRM-HTB-26, RRID:CVCL_0062), HepG2 (ATCC Cat# HB-8065, RRID:CVCL_0027) and A431 (ATCC Cat# CRL-7907, RRID:CVCL_0037) cells were purchased from ATCC (VA, USA). All cell lines were cultured at 37°C with 5% CO_2_ in DMEM (Thermo Fisher Scientific, MA, USA) with 10% fetal bovine serum (Thermo Fisher Scientific). CKI, Baituling, and Kushen injections were provided by Zhendong pharmaceutical Co.Ltd (China). Baituling and Kushen injections were manufactured using the same processes as CKI and diluted to the equivalent concentration of CKI (total alkaloid concentration at 2 mg/ml). The concentration at 2 mg/ml (total alkaloid concentration for CKI, and equivalent total alkaloid concentration for Kushen and Baituling injections) was used in all cell assays and transcriptome analysis.

All *in vitro* assays were conducted in 6-well or 96-well plates. The seeding density was 4 × 10^5^ for 6-well plates across all three cell lines. For 96-well plates, MDA-MB-231 cells, A431 cells and HepG2 cells were seeded at 1.6 × 10^5^cells/well, 8 × 10^4^ cells/well, and 4 × 10^3^cells/well respectively. Cells were cultured overnight before drug treatment and the treatment time was 48 h for all assays.

### Components Comparison With HPLC

CKI, Kushen or Baituling injection was diluted 1:20 with MilliQ water and then analyzed on a photodiode-array UV-Vis detector equipped Shimadzu HPLC (Japan) with a preparative C18 column (5 μm, 250 × 10 mm, Phenomenex, CA, USA). The recording range is from 200 to 280 nm, with monitoring at 215 nm. 0.01M ammonium acetate (adjusted to pH 8.0, solvent A) and acetonitrile + 0.09 % trifluoroacetic acid (solvent B) were used as mobile phase and flow rate is 2 ml/min with linear gradient elution (0 min, 100 % A; 60 min, 65 % A, 70 min, 100 % A). Nine Standard compounds, including Oxymatrine, Oxysophocarpine, N-methylcytisine, Matrine, Sophocarpine, Trifolirhizin, Adenine, Sophoridine (Beina Biotechnology Institute Co., Ltd, China), and macrozamin (Zhendong Pharmaceutical Co.Ltd, China), were used to characterize peaks in the HPLC profile.

### Cell Viability Assay

Cells were cultured and treated in 96-well plates. After 48 h drug treatment, 50 μl of XTT:PMS (at 1 mg/ml and 1.25 mM, respectively, and combined at 50:1 ratio, Sigma-Aldrich, MO, USA) was added into each well and incubated 4 h for the measurement of cell viability. A Biotrack II microplate reader was used to detect the absorbance at 492 nm.

### Apoptosis Rate With Cell Cycle Assay

After treatment, cells were harvested from 6-well plates and stained with propidium iodide (PI; Sigma-Aldrich) as previously described (17). The stained cells were quantified on a BD LSR Fortessa-X20 (BD Biosciences, NJ, USA) and the data were analyzed with FlowJo software (TreeStar Inc., OR, USA).

### qPCR for Transcriptome Validation

The assay was performed as previously described (10). The sequences of all primers are shown in the Supplementary Table.

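Supplementary Table 2 lists a primer pair for each of RPS13, CYP1A1 and CCND1, and every primer matched the annotated transcripts of its gene on GRCh37 exactly, with no transcript of another gene matching both primers of a pair. The RPS13 pair spans 129 bp in exons 2 to 4, from 17097160 to 17099014 on chromosome 11, and its reverse primer CAGGATTACACCGATCTGTGAAG lies across the junction of exons 3 and 4, with 12 bases in the former and 11 in the latter. The CYP1A1 pair (141 bp, from 75015277 to 75015417 on chromosome 15) lies within coding exon 2, and the CCND1 pair (135 bp, from 69456101 to 69456235 on chromosome 11) within coding exon 1, so genomic DNA would give a product of the same length for these 2 genes. Exons are numbered along the canonical transcript of each gene. Both CYP1A1 primers were found in 7 of the 9 annotated CYP1A1 transcripts, both CCND1 primers in 4 of 6 and both RPS13 primers in 4 of 10. RPS13, which lies on chromosome 11 from 17095935 to 17099262 on the reverse strand and encodes a ribosomal protein, had 489 ± 122 CPM (SD, n = 3) in untreated MDA-MB-231 cells. Its value was 629 CPM in replicate 1, 428 in replicate 2 and 411 in replicate 3.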

### RNA Extraction and Sequencing

After treatment with injections, MDA-MB-231 cells were harvested from 6-well plates and snap-frozen with liquid nitrogen. Total RNA was isolated using the PureLink RNA mini kit (Thermo Fisher Scientific). Quality and quantity of RNAs were measured with a Bioanalyzer at the Cancer Genome Facility of the Australian Cancer Research Foundation (Australia) to ensure RIN>7.0 and sent to Novogene (China) for sequencing with paired-end 150 bp reads on an Illumina HiSeq X platform.

### Transcriptome Data Analysis

The adaptors and low-quality sequences in raw reads were trimmed with Trim_galore (v0.3.7, Babraham Bioinformatics) using parameters: —stringency 5 —paired. STAR (v2.5.3a) was used to align reads to reference genome (hg19, UCSC) with parameters: —outSAMstrandField intronMotif —outSAMattributes All —outFilterMismatchNmax 10 —seedSearchStartLmax 30(18). Differentially expressed genes were calculated with edgeR (v3.22.3) and selected with false discovery rate (FDR) < 0.05 and Log fold change >1 or < -1(19).

The GO and KEGG over-representation analyses were performed with ClueGO and visualized with Cytoscape v3.6.0 with following parameters: right-sided hypergeometric test for enrichment analysis; *p*-values were corrected for multiple testing according to the Benjamini-Hochberg method and biological process at 3rd level for GO terms (20, 21). The Signaling Pathway Impact Analysis (SPIA) package in R was used to conduct the pathway perturbation analysis using all DE genes (FDR < 0.05) (22). R Pathview package was used to visualize specific KEGG pathways (23). String (V11.0) was used to identify protein-protein interactions with a threshold of 0.4 for minimum interaction score (24).

### ELISA for IL-1β Level

A431 cells were treated with different injections for 48 h in 96-well plates and the cell culture supernatant was collected and tested for the level of IL-1**β** by ELISA using human interleukin-1 beta ELISA kit (Biosensis, CA, USA) according to the kit protocol. The absorbance at 450 nm was detected with Multiskan Ascent Plate Reader.

## Results

### HPLC Comparison of the Composition of CKI and Single Extract Injections

In order to obtain information about plant specific components in CKI, we used high-performance liquid chromatography (HPLC) to compare the compounds in CKI and two single herb extracts/injections (Figure 1). From the chromatographic profile, it can be seen that Kushen injection contributes most of the major chemical components in CKI. In contrast, few compounds were detected in Baituling injection, which only contributes one major compound to CKI. Based on comparison with 9 reference standard compounds, 8 main compounds derived from Kushen (adenine, N-methylcytisine, sophorodine, matrine, sophocarpine, oxysophocarpine, oxymatrine, and trifolirhizin) are shown to contribute to CKI. Macrozamin, which is used as a control marker for Baituling during manufacturing, only appeared in CKI and Baituling injection. These results indicate that CKI contains major compounds from both Kushen and Baituling, and Kushen contributes most of the major chemical components in CKI.

**Figure 1:**
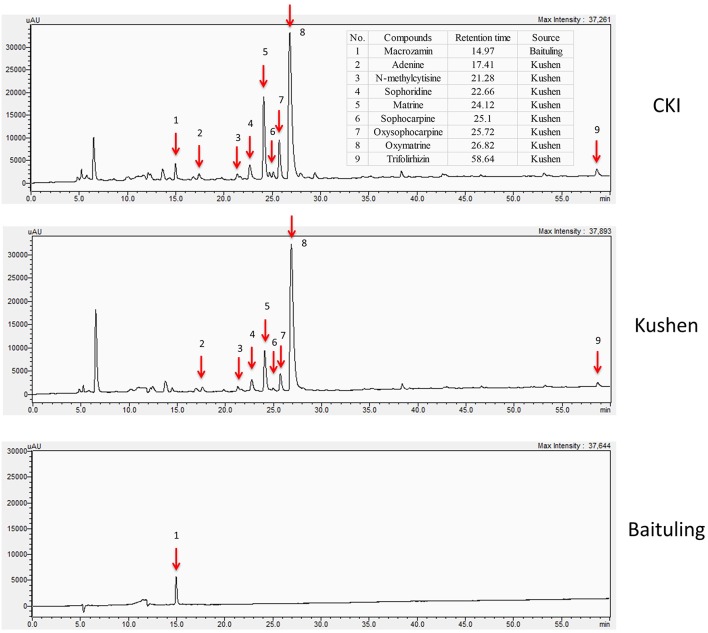
HPLC profiles of CKI, Kushen and Baituling injections. Nine component compounds characterized using standard compounds are marked with red arrows.

### Comparison of the Anticancer Effects Between CKI and Single Injections

Our previous results showed CKI suppressed the proliferation of and induced apoptosis in MCF-7 cells (10). To determine whether single injections had similar phenotypic effects as CKI, we conducted XTT assays to measure cell viability using three different cell lines; MDA-MB-231, A431 and HepG2. Results showed that Kushen had stronger cytotoxic effects than Baituling in all three cell lines. However, neither of the single injections had apoptotic effects comparable to CKI (Figure 2A) based on rates of apoptosis determined by flow cytometry with propidium iodide (PI) staining. Consistent with XTT cell viability results, more apoptotic cells were found in CKI than single injections treatments and Baituling had the smallest effect on apoptosis of the three injections (Figure 2B).

**Figure 2:**
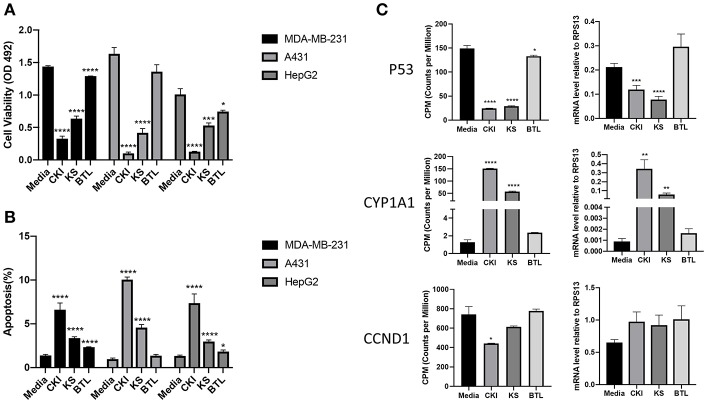
Comparison of the effect of CKI and single herb injections on cancer cell lines. **(A,B)** Viability and the percentage of apoptotic cells treated with different injections for 48 h. **(C)** q-PCR validation of RNA sequencing results. The expression value in transcriptome was normalized as CPM (counts per million) using a TMM (Trimmed-Mean of M values) methods from edgeR package. Results are represented as means ±SEM (*n* = 9). Statistical analyses were performed using the *t*-test compared to untreated “Media” (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001).

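CYP1A1 (Entrez ID 1543) lies on chromosome 15 of GRCh37 from 75011883 to 75017877 on the reverse strand with 7 exons, and had 1.26 ± 0.478 CPM (SD, n = 3) in the untreated MDA-MB-231 libraries ("Media" in Figure 2C). This value rests on 34 counts in replicate 1, 23 in replicate 2 and 18 in replicate 3. CCND1 (Entrez ID 595) lies on chromosome 11 from 69455924 to 69469242 on the forward strand with 5 exons, shares exonic sequence with LTO1, and had 739 ± 145 CPM (SD, n = 3) in the same libraries. Replicate 1 lay apart from the other replicates in both genes. It had 572 CPM of CCND1 against 815 and 831, and 1.80 CPM of CYP1A1 against 1.07 and 0.897. Leaving out this replicate, which moved both values most, gave 0.985 CPM of CYP1A1 and 823 CPM of CCND1.

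**Figure D1:**
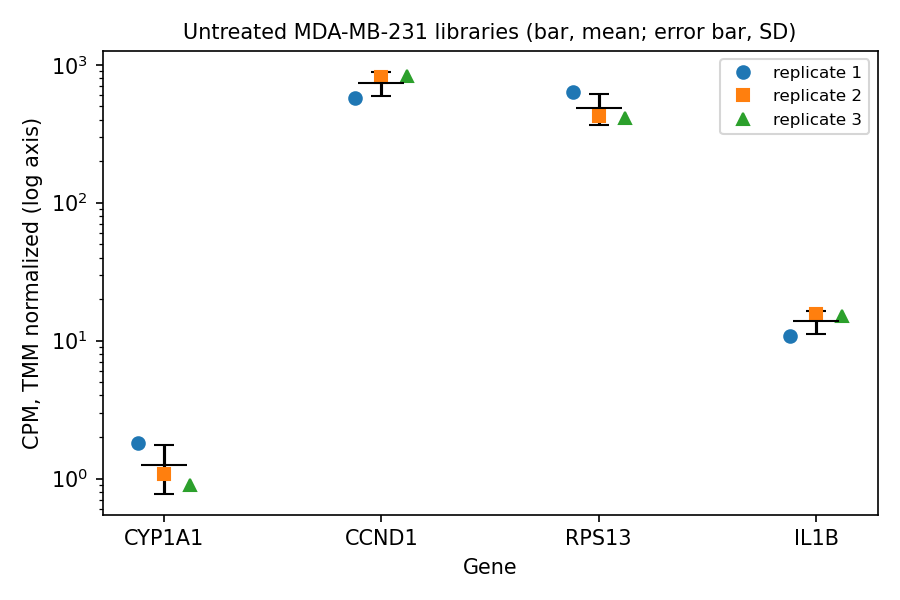
TMM-normalized CPM (vertical log axis) of CYP1A1, CCND1, RPS13 and IL1B (horizontal axis) in the 3 untreated MDA-MB-231 libraries, with a point per replicate, the mean as a horizontal bar and the SD as an error bar. Replicate 1 is the lowest of the 3 for CCND1 and IL1B and the highest for CYP1A1 and RPS13.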

### Comparison of MDA-MB-231 Transcriptomes From CKI and Single Injection Treatments

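MDA-MB-231 is an established human breast adenocarcinoma cell line, and its untreated cells served as the control for every injection. The 3 untreated libraries named in Supplementary Table 1 were analysed here, and the Kushen, Baituling and CKI libraries at 2 mg/ml listed there were not analysed here. The authors trimmed the paired-end reads of total RNA with Trim_galore, aligned them to hg19 (GRCh37) with STAR and deposited the number of reads counted on each gene, without normalization. The paper's text names neither the counting tool nor the gene annotation. The deposited table lists 24566 genes by Entrez ID with an Ensembl ID beside each. For 194 Ensembl IDs, listed under 416 Entrez IDs in all, the rows of an ID hold identical counts, so those reads enter a total more than once, up to 0.63% of a library. Total counts were 19979962 in replicate 1, 22809339 in replicate 2 and 21302486 in replicate 3. These totals are 88.28%, 87.7% and 87.58% of the uniquely mapped reads that the paper reports for the same libraries. At this depth, 3 counts correspond to 0.15 CPM in replicate 1, 0.132 CPM in replicate 2 and 0.141 CPM in replicate 3, which covers counting error only. CPM values were computed from the counts with edgeR after TMM normalization over the 12 MDA-MB-231 libraries deposited together. The choice of libraries for TMM, the normalization itself and the use of all 3 replicates are the steps that could change these values.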

In order to elucidate the molecular mechanisms of herbal compatibility in CKI, we carried out transcriptome profiling from CKI and the single injection treated MDA-MB-231 cells. Triplicate samples for each treatment clustered well in multidimensional scaling plots and different treatments were clearly separated (Supplementary Figure 1). 

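The 3 untreated replicates were compared over the 13999 genes that passed edgeR's expression filter. Log2 CPM of replicates 2 and 3 correlated across genes with a Pearson's r of 0.995, while r was 0.981 between replicates 1 and 2 and 0.978 between replicates 1 and 3. The leading log2 fold change distance, which multidimensional scaling plots display and which was taken here over the 500 genes that differ most between a pair of libraries, was 1.08 between replicates 2 and 3, 1.63 between replicates 1 and 2, and 1.70 between replicates 1 and 3. Replicates 2 and 3 differed by more than 0.5 on the log2 scale in 912 genes. Replicate 1 differed by that much in 3953 genes from replicate 2 and in 4506 genes from replicate 3. A chi-square test of the counts gave a statistic of 2.74 per degree of freedom between replicates 2 and 3, against 75.2 and 86.9 in the pairs with replicate 1, where counting error alone gives about 1. No pair therefore agreed within sampling noise, and each library was counted as a sample. The log2 difference of replicate 1 from replicate 2 fell with the GC content of the transcript (Spearman's rho across genes -0.66), as did its difference from replicate 3 (rho -0.64), while rho was -0.14 between replicates 2 and 3. Genes are not independent replicates, so these coefficients describe the libraries and no p-value is given. In genes of the highest GC bin, replicate 1 lay at a median of -0.93 from replicate 2 and -0.99 from replicate 3 on the log2 scale, and in the lowest bin at 0.38 and 0.44.

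**Figure D2:**
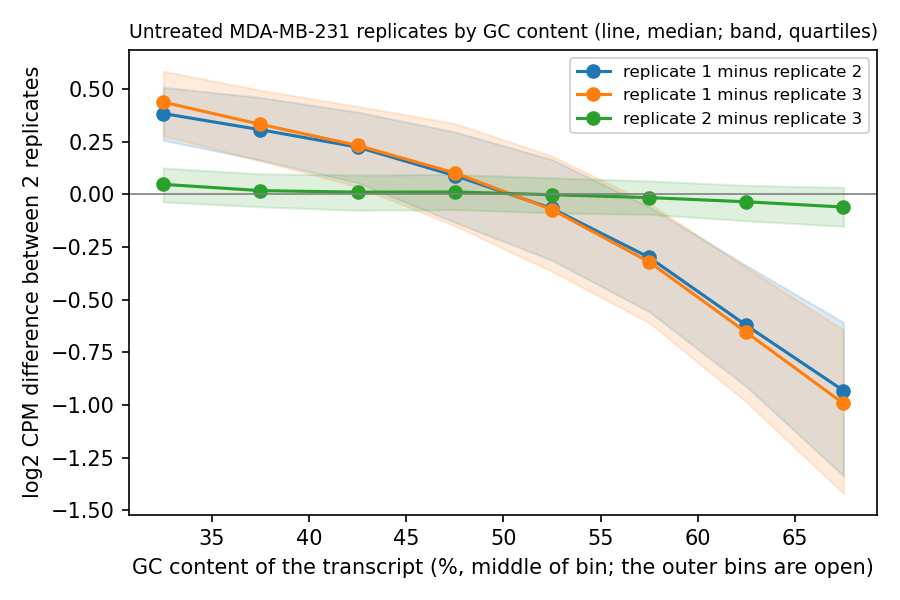
Median difference in log2 CPM between pairs of untreated MDA-MB-231 replicates (vertical axis) in bins of transcript GC content in percent (horizontal axis), with bands from the first to the third quartile of the genes in a bin. The lines for replicate 1 against replicates 2 and 3 fall from 0.38 and 0.44 to -0.93 and -0.99, while the line for replicate 2 against replicate 3 stays between 0.05 and -0.06.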

Although CKI and Kushen injection have similar chemical profiles, the inclusion of Baituling in CKI is sufficient to change the transcriptome of MDA-MB-231 cells compared to Kushen single injection treatment. We used edgeR (19) to identify differentially expressed (DE) genes for each injection treatment compared to untreated. Only 253 DE genes were identified in Baituling treated cells, which is much less than CKI and Kushen treatments (Supplementary Figure 2). In addition, we also identified DE genes for CKI treatment compared to Kushen treatment to identify the effects of Baituling in CKI (Supplementary Table 3).

To validate the results of transcriptome analysis, we performed quantitative PCR for several genes known to be important read-outs for the effects of CKI; TP53, CYD1A1, and CCND1. Their expression levels confirmed the interaction of Baituling with Kushen observed in the overall RNA sequencing results (Figure 2C).

### Similar Effects of CKI and Kushen Single Injection on MDA-MB-231 Cells

Because Kushen is considered to be the primary active herb in CKI, and also we observed much more shared DE genes between CKI and Kushen treatments than between CKI and Baituling treatments (Supplementary Figure 2), we first examined the overlap of DE genes between Kushen and CKI. We identified 2,520 and 3,236 DE genes in cells treated with Kushen or CKI compared to untreated cells, respectively. By comparing these two DE gene sets, we identified 2,039 genes shared between the two groups (Figure 3A), indicating that Kushen contributed to the majority of effects from CKI.

**Figure 3:**
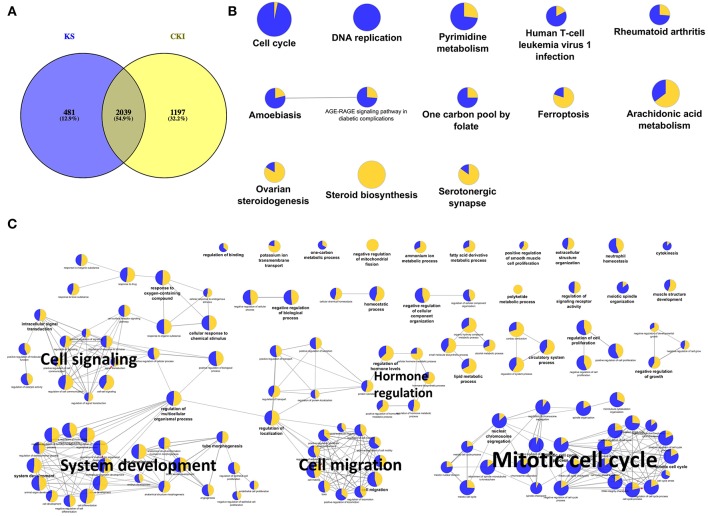
Significantly differentially expressed genes shared by Kushen (2 mg/ml) and CKI (2 mg/ml) treated cells and their functional enrichment analysis. **(A)** Venn diagram showing the number of differentially regulated genes in MDA-MB-231 cells treated with Kushen (KS; blue) or CKI (yellow) compared to untreated cells. **(B,C)** Over-represented KEGG pathways and GO terms (Biological Process at 3rd level, GO terms with FDR < 0.01 were showed and FDR < 0.05 were listed in Supplementary Table 5) for genes similarly regulated by Kushen and CKI. Node size is proportional to the statistical significance of over-representation and colors represent the proportion of up or down-regulated genes (yellow=up-regulated and blue=down-regulated). Similar GO terms are clustered (with representative terms shown in bold) and connected with edges.

In order to better understand the functions of shared DE genes between Kushen and CKI, we performed over-representation analysis using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for these 2,039 genes (Figures 3B,C; Supplementary Table 5). The results showed that cell cycle- and DNA replication-related pathways and terms were largely down-regulated by both Kushen and CKI. Based on our previous publications, perturbed regulation of genes in these pathways and annotated by these terms was associated with the observed cell viability and apoptotic effects CKI on cancer cells (10, 14). Other terms showing perturbation of metabolic processes and cell migration identified in this study, such as “pyrimidine metabolism,” “steroid biosynthesis,” and “positive regulation of locomotion,” also showed up in our previous research on the effects of CKI (25). Altogether, these results indicated that Kushen was very important to the major molecular consequences of CKI treatment, and perturbed most of the biological functions perturbed by CKI, resulting in reduced viability and and increased apoptosis in cancer cells.

### Different Effects of CKI and Single Injections on MDA-MB-231 Cells

Although the above results for enrichment analysis showed that Kushen and CKI mainly regulate the same pathways, they did not specifically show the magnitude and direction of these perturbations. We, therefore, performed Signaling Pathway Impact Analysis (SPIA) to compare the significantly perturbed functional pathways across the different treatments. Ninety-two pathways were found to be significantly perturbed by CKI while only 30 of them were shown to be activated. For Kushen and Baituling, the ratios of activated/inhibited were 29/100 and 24/58, respectively (Supplementary Table 4). Clearly, Baituling perturbed fewer pathways, but the ratio of activated/inhibited was higher than for Kushen or CKI. Interestingly, most pathways were perturbed in the same way (inhibited or activated) by CKI and Kushen as shown in Figures 4A,B with very few pathways showing different directions of perturbation.

**Figure 4:**
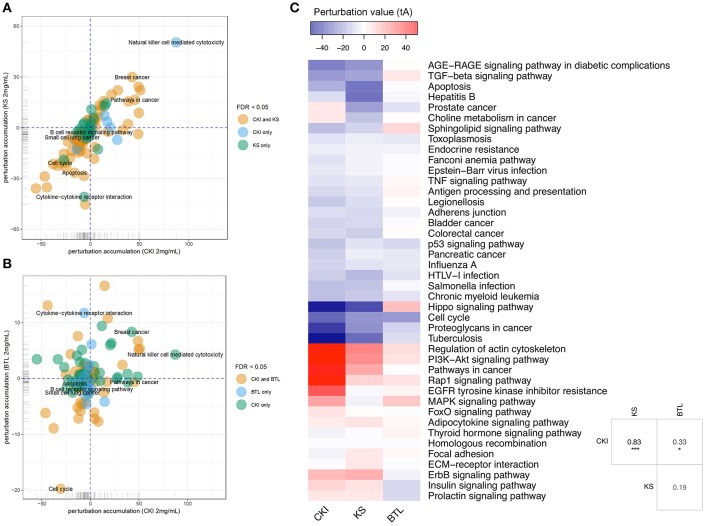
Pathway perturbation analysis for CKI and single injections on MDA-MB-231 cells. **(A,B)** Perturbation accumulation and significance of perturbation for different KEGG pathways treated with different injections. Positive perturbation accumulation values mean the pathway is activated and vice versa. Dot colors indicate whether the pathway was significantly perturbed by CKI and/or Kushen. **(C)** Heatmap showing the perturbation value of shared significantly perturbed pathways for the three injections. Table on the right-bottom corner shows the correlation coefficients for the perturbation value for the three injections. “^*^” and “^***^” represent *p* < 0.05 and *p* < 0.001 respectively (Pearson's correlation test).

This similarity of effects between Kushen and CKI could also be seen in the high level of correlation for pathway perturbation between Kushen and CKI (0.83 correlation coefficient) compared to (0.33 correlation coefficient) for Baituling and CKI. CKI also had stronger perturbation effects on most pathways (Figure 4C). In pathways contributing to cytotoxic effects in cancer cells, such as cell cycle, p53 signaling pathway, proteoglycans in cancer and pathways in cancer, Baituling perturbed the pathways in the same direction as Kushen and seemed to reinforce those effects in CKI. However, the cytokine-cytokine receptor interaction pathway was very interesting as it was perturbed in an opposite fashion in Baituling compared to Kushen and did not show up as significantly perturbed by CKI treatment (Supplementary Figure 3). By comparing DE genes for Baituling and Kushen in the cytokine-cytokine receptor interaction pathway (Figure 5), we observed that many genes were oppositely regulated by the two single injections, such as genes in the CXC subfamily and IL6/12-like cytokine and receptor genes, which supported the SPIA results.

**Figure 5:**
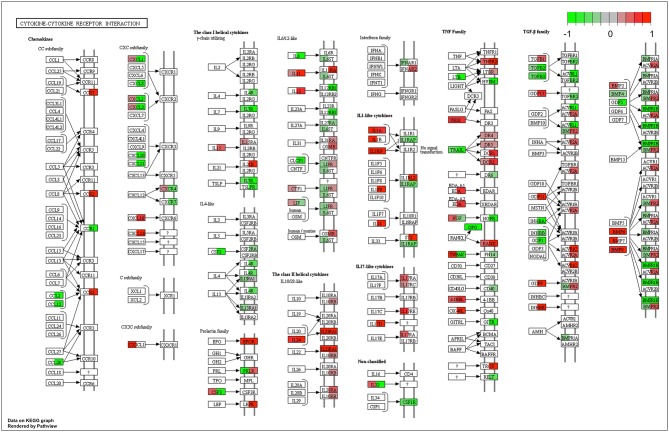
Comparison of gene expression changes caused by Baituling and Kushen treatments in the cytokine-cytokine receptor interaction pathway. Left half of each box represents the gene expression change with Baituling treatment and the right half represents the effect of Kushen treatment. White or gray colors indicate no significant change in gene expression as a function of treatment.

### The Functions of Baituling in CKI

In order to investigate the function of Baituling in CKI, we identified the DE genes of CKI treatment compare to Kushen treatment. Only 308 DE genes were found (Figure 6A). KEGG analysis of these genes showed that with the exception of steroid hormone biosynthesis and transcriptional misregulation in cancer, all other pathways were related to immune function, and most genes in this set were up-regulated (Figure 6B, Supplementary Table 5). This result was consistent with findings in the SPIA analysis that Baituling tended to activate immune-related pathways. The over-represented GO terms for this gene set also included interferon-gamma production, organ or tissue specific immune response and interleukin-2 production, all aspects of immune function and which only contained up-regulated DE genes (Figure 6C).

**Figure 6:**
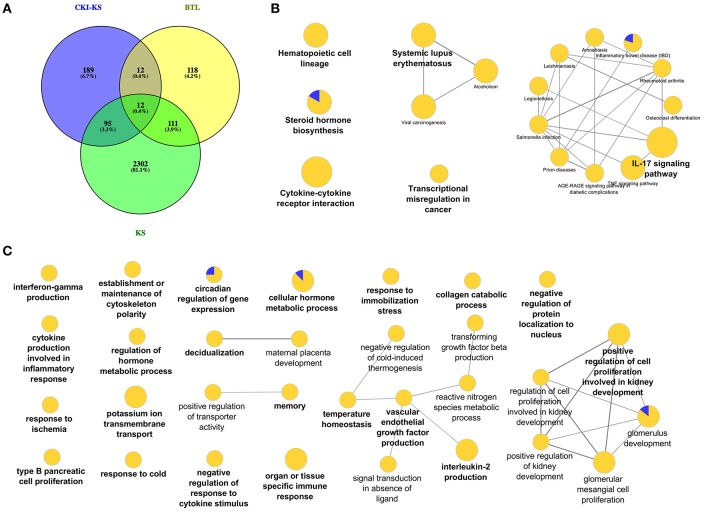
DE genes regulated by Baituling in MDA-MB-231 cells line and their functional enrichment analysis. **(A)** Venn diagram showing the number of differentially regulated genes with CKI compared to Kushen (CKI-KS—Blue) and single herb injections (KS—Green or BTL—Yellow) compared to untreated. **(B,C)** Over-represented KEGG pathways and GO terms (Biological Process at 3rd level) for DE genes calculated by CKI compared to Kushen treated. Node size is proportional to the statistical significance of over-representation and colors represent the proportion of up or down-regulated genes (yellow=up-regulated and blue=down-regulated). Terms are clustered based on similar GO group (shown in bold) and related ones are connected with edges.

The genes in the common set between Kushen and CKI compared to Kushen (Figure 6A) were originally changed with Kushen treatment and then further significantly regulated in combination with Baituling (107 genes). Only three pathways (IL-17 signaling, salmonella infection, and steroid hormone biosynthesis) were over-expressed by genes in this set, indicating Baituling could also modify functions related to immune system and hormone function upregulated by Kushen in CKI (Supplementary Figure 4). Furthermore, 24 genes appeared in both Baituling and CKI compared to Kushen set (Figure 6A), which can be regarded as the direct contribution from Baituling to the effects of CKI. Analysis of known protein-protein interactions in this gene set identified the IL-1 family and interacting proteins known to modulate immune function (Figure 7A). To verify that IL-1 protein levels were also changing as predicted, we carried out an ELISA assay to measure the IL-1β beta levels in different treatments. We were able to demonstrate that the increased IL-1β level in CKI treatment compared to untreated was mainly related to the effects of Baituling (Figure 7B). Altogether, these results showed that Baituling contributed to the effects of CKI primarily by altering functions related to the immune system.

**Figure 7:**
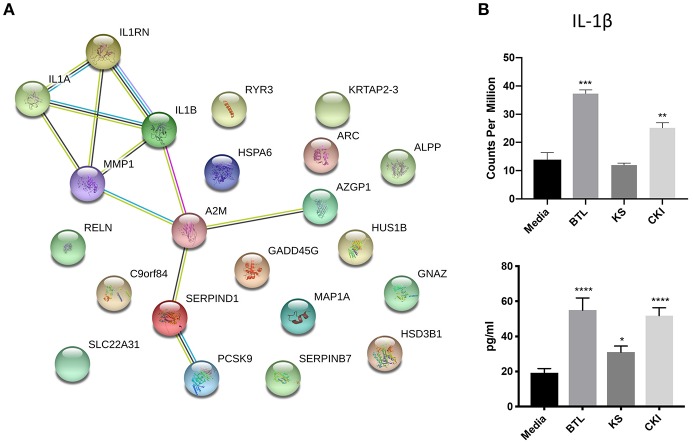
Validation of IL-1β expression changes regulated by Baituling. **(A)** Diagram showing protein-protein interactions for common DE genes between CKI compared to Kushen, and Baituling compared to untreated. **(B)** Comparison of expression levels and protein concentration for IL-1β with different treatments. Top panel; IL-1β gene expression levels determined by RNA sequencing, bottom panel; levels of IL-1β in culture supernatant measured by ELISA. Statistical analyses were performed using the *t*-test compared to untreated “Media” (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001).

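IL1B, the gene that encodes IL-1β (Entrez ID 3553), lies on chromosome 2 of GRCh37 from 113587328 to 113594393 on the reverse strand. Its canonical transcript has 7 exons, and none of them overlaps an exon of another annotated gene. In the untreated MDA-MB-231 libraries, IL1B had 13.8 ± 2.65 CPM (SD, n = 3), from 203 counts in replicate 1, 335 in replicate 2 and 300 in replicate 3. Replicate 1 had 10.7 CPM, below the 15.6 CPM of replicate 2 and the 15.0 CPM of replicate 3. The paper's methods state that the ELISA was carried out on the supernatant of A431 cells, which are not the cells of these libraries.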

In summary, we characterized the herbal compatibility of Kushen and Baitulin in CKI by comparing the individual effects of the herbal extracts to the combined extract using transcriptome analysis. In this fashion, we were able to explain the origin of CKI's different effects in MDA-MB-231 cells. In addition, we also showed that Baituling could enhance the reduction of cell viability and increased apoptosis effects from Kushen in CKI. These results not only explained the specific molecular basis of the TCM rationale of combining Kushen with Baituling but also illustrate a general method to apply transcriptome analysis to study herbal compatibility in TCM.

## Discussion

It is undeniable that chemical composition is the basis of therapeutic effects from herbal TCM. However, because the identification and quantification of all compounds for even a single herb are still extremely difficult if not impossible, there is a pressing need for alternative methods to conduct TCM research, particularly with respect to the study of herbal compatibility (26, 27). Herbal compatibility has a basis in TCM theory, but TCM theory is not generally accepted in Western medicine and it is difficult to map concepts from TCM theory to Western medicine. Methods that can identify the molecular consequences of TCM formulations and individual herbs can begin to provide such a map. One view of TCM is that it perturbs multiple targets or pathways with multiple low activity components to generate relatively strong effects. This is in contrast to the standard approach for pharmaceutical drug development which seeks to identify single compounds that inhibit a single pathway or target. However, this method of using one or several active compounds as representative of single herbs is problematic (11) for understanding the roles of individual plant extracts in TCM formulations. This is illustrated by our results; although containing similar amounts of the main chemical compounds, CKI has much stronger effects than Kushen extract alone. Therefore, a formula disassembly approach that uses single herbs is a practical way to study herbal compatibility. Combined with omics techniques and network analysis, we can represent the mechanisms of TCM herbal compatibility as interactions between target networks familiar to Western medicine. In this report, we took CKI, a prescription containing only two herbs, as a proof of principle. However, related methods can easily be applied to more complex formulae.

As a frequently used herb, and because it is considered to contain the main bioactive components in CKI, Kushen or its main alkaloids and flavonoids are commonly used to represent CKI in studies (28, 29). Furthermore, TCM theory also regards Kushen as the primary herb in CKI. Our results support these hypotheses and TCM theory at different levels. First, at the chemical level, HPLC profiles showed that the source of most major components in CKI is Kushen. Second, in terms of overall efficacy, Kushen has much stronger cytotoxic effects than Baituling on various cell lines. Third, at the gene level, a high proportion of DE genes regulated by Kushen or CKI are the same, and most of them are consistently up- or down-regulated. Furthermore, important genes are also regulated both by Kushen and CKI. Cytochrome P450 family 1 subfamily A member 1 (CYP1A1) gene, a steroid metabolizing enzyme which is important for steroid hormone responsive cancers and shown as the most over-expressed gene with CKI in our previous results, is also highly overexpressed by Kushen but not Baituling (30, 31). Also, the down-regulation of the TP53 gene primarily results from Kushen. Our previous results based on CKI treated cells underwent apoptosis while expression of TP53 decreased, which indicates the apoptosis induced by Kushen and CKI is not TP53-dependent (10). Finally, GO and KEGG over-representation analysis also indicated that the genes in major cancer related pathways and terms perturbed by CKI, including cell cycle, DNA replication, and cell migration, are induced by the shared DE gene set between Kushen and CKI. Taken together, our findings agree with TCM theory which considers Kushen as the principle herb in CKI, and they map this specific part of TCM theory to effects on specific genetic networks and pathways.

On the other hand, we could find no Baituling literature and studies on macrozamin to support its application in CKI (32). From our HPLC and cytotoxic assay results, Baituling extract does not contain many components and has no significant effects on cancer cells. In addition, RNAseq analysis of Baituling-treated samples are close to the untreated samples in the multidimensional scaling plot, and only 253 DE genes compared to untreated were detected. However, after comparing the differences between CKI and Kushen, we found Baituling has a strong reinforcing effect on Kushen. The SPIA results showed Baituling can enhance many pathways' perturbation strength compared to Kushen treatment, including cell cycle, pathways in cancer and proteoglycans in cancer. In addition, many DE genes in immune-related pathways and GO terms are over-represented in CKI compared to Kushen. Together with the opposing direction of perturbation for the cytokine-cytokine receptor interaction pathway caused by Kushen and Baituling, we can conclude Baituling may also contribute to the immune regulatory effects of CKI. This was confirmed by our measurements of IL-1**β**, which was significantly up-regulated by Baituling and CKI. In summary, our results indicate that Baituling, an adjuvant herb in CKI according to TCM theory, may enhance the anticancer effects of Kushen and contribute to immune regulation.

In conclusion, we have explained the TCM herbal compatibility of CKI in the context of pathway perturbations using transcriptome analysis. Kushen primarily contributes to CKI effects on cancer cells by perturbing cell cycle regulation and other functions (10, 14), whereas Baituling enhanced potential anticancer effects for Kushen and activated the immune system. Therefore, the two herbs in CKI have complementary effects, in accordance with formulation theory in TCM. Compared to previous studies on herbal compatibility, our method can explain the beneficial interaction pattern of herbs in TCM formulae in a more systematic and comprehensive fashion.

## Data Availability

Data were submitted to NCBI Gene Expression Omnibus (GEO), with Accession Number GSE130358 and GSE130359, available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130358 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130359.

## Author Contributions

HS, ZQ, YH-L, and DA contributed to conception and design of the study. HS conducted the experiments and analyzed the data. TA and JC assisted the experiments. WW provided the injections used in the study. HS, RK, and DA wrote the manuscript. All authors contributed to manuscript revision, read and approved the submitted version.

### Conflict of Interest Statement

While a generous donation was used to set up the Zhendong Centre by Shanxi Zhendong Pharmaceutical Co., Ltd, they did not determine the research direction for this work or influence the analysis of the data. WW: is an employee of Zhendong Pharma seconded to Zhendong Centre to learn bioinformatics methods, DA: Director of the Zhendong Centre which was set up with a generous donation from the Zhendong Pharmaceutical Co., Ltd. Zhendong Pharmaceutical has had no control over these experiments, their design or analysis and have not exercised any editorial control over the manuscript. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] HuangJTangXYeFHeJKongX. Clinical therapeutic effects of aspirin in combination with fufang danshen diwan, a traditional chinese medicine formula, on coronary heart disease: a systematic review and meta-analysis. Cell Physiol Biochem. (2016) 39:1955–63. 10.1159/00044789227771711

[2] HuX-QSunYLauEZhaoMSuS-B. Advances in synergistic combinations of chinese herbal medicine for the treatment of cancer. Curr Cancer Drug Targets. (2016) 16:346–56. 10.2174/156800961666615120710585126638885PMC5425653

[3] WangSHuYTanWWuXChenRCaoJ. Compatibility art of traditional Chinese medicine: from the perspective of herb pairs. J Ethnopharmacol. (2012) 143:412–23. 10.1016/j.jep.2012.07.03322871585

[4] ZhouMHongYLinXShenLFengY. Recent pharmaceutical evidence on the compatibility rationality of traditional Chinese medicine. J Ethnopharmacol. (2017) 206:363–75. 10.1016/j.jep.2017.06.00728606807

[5] CaiF-FZhouW-JWuRSuS-B. Systems biology approaches in the study of Chinese herbal formulae. Chin Med. (2018) 13:65. 10.1186/s13020-018-0221-x30619503PMC6311004

[6] JinYTangY-PZhuZ-HShangE-XPangH-QShiX-Q. Pharmacokinetic comparison of seven major bio-active components in normal and blood stasis rats after oral administration of herb pair danggui-honghua by UPLC-TQ/MS. Molecules. (2017) 22:1746. 10.3390/molecules2210174629039793PMC6151798

[7] LiuPShangE-XZhuYQianD-WDuanJ-A. Volatile component interaction effects on compatibility of Cyperi Rhizoma and Angelicae Sinensis Radix or Chuanxiong Rhizoma by UPLC-MS/MS and response surface analysis. J Pharm Biomed Anal. (2018) 160:135–43. 10.1016/j.jpba.2018.07.06030086506

[8] ZhangYZhangZSongR. The influence of compatibility of rhubarb and radix scutellariae on the pharmacokinetics of anthraquinones and flavonoids in rat plasma. Eur J Drug Metab Pharmacokinet. (2018) 43:291–300. 10.1007/s13318-017-0444-829134502

[9] ZhouJCaiHTuSDuanYPeiKXuY. Identification and analysis of compound profiles of sinisan based on “individual herb, herb-pair, herbal formula” before and after Processing Using UHPLC-Q-TOF/MS coupled with multiple statistical strategy. Molecules. (2018) 23:3128. 10.3390/molecules2312312830501046PMC6320893

[10] QuZCuiJHarata-LeeYAungTNFengQRaisonJM. Identification of candidate anti-cancer molecular mechanisms of Compound Kushen Injection using functional genomics. Oncotarget. (2016) 7:66003–19. 10.18632/oncotarget.1178827602759PMC5323210

[11] LvCWuXWangXSuJZengHZhaoJ. The gene expression profiles in response to 102 traditional Chinese medicine (TCM) components: a general template for research on TCMs. Sci Rep. (2017) 7:352. 10.1038/s41598-017-00535-828336967PMC5428649

[12] MaXLiR-SWangJHuangY-QLiP-YWangJ. The therapeutic efficacy and safety of compound kushen injection combined with transarterial chemoembolization in unresectable hepatocellular carcinoma: an update systematic review and meta-analysis. Front Pharmacol. (2016) 7:70. 10.3389/fphar.2016.0007027065861PMC4814457

[13] AoMXiaoXLiQ. Efficacy and safety of compound Kushen injection combined with chemotherapy on postoperative Patients with breast cancer: a meta-analysis of randomized controlled trials. Medicine. (2019) 98:e14024. 10.1097/MD.000000000001402430653109PMC6370033

[14] CuiJQuZHarata-LeeYNwe AungTShenHWangW. Cell cycle, energy metabolism and DNA repair pathways in cancer cells are suppressed by Compound Kushen Injection. BMC Cancer. (2019) 19:103. 10.1186/s12885-018-5230-830678652PMC6345000

[15] HuHWangSZhangCWangLDingLZhangJ. Synthesis and *in vitro* inhibitory activity of matrine derivatives towards pro-inflammatory cytokines. Bioorg Med Chem Lett. (2010) 20:7537–9. 10.1016/j.bmcl.2010.09.07521036613

[16] WangWYouR-LQinW-JHaiL-NFangM-JHuangG-H. Anti-tumor activities of active ingredients in Compound Kushen Injection. Acta Pharmacol Sin. (2015) 36:676–9. 10.1038/aps.2015.2425982630PMC4594177

[17] RiccardiCNicolettiI. Analysis of apoptosis by propidium iodide staining and flow cytometry. Nat Protoc. (2006) 1:1458–61. 10.1038/nprot.2006.23817406435

[18] DobinADavisCASchlesingerFDrenkowJZaleskiCJhaS. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. (2013) 29:15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[19] RobinsonMDMcCarthyDJSmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. (2010) 26:139–40. 10.1093/bioinformatics/btp61619910308PMC2796818

[20] ShannonPMarkielAOzierOBaligaNSWangJTRamageD. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. (2003) 13:2498–504. 10.1101/gr.123930314597658PMC403769

[21] BindeaGMlecnikBHacklHCharoentongPTosoliniMKirilovskyA. ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics. (2009) 25:1091–3. 10.1093/bioinformatics/btp10119237447PMC2666812

[22] TarcaALDraghiciSKhatriPHassanSSMittalPKimJ-S. A novel signaling pathway impact analysis. Bioinformatics. (2008) 25:75–82. 10.1093/bioinformatics/btn57718990722PMC2732297

[23] LuoWBrouwerC. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics. (2013) 29:1830–1. 10.1093/bioinformatics/btt28523740750PMC3702256

[24] JensenLJKuhnMStarkMChaffronSCreeveyCMullerJ. STRING 8–a global view on proteins and their functional interactions in 630 organisms. Nucleic Acids Res. (2009) 37:D412–D416. 10.1093/nar/gkn76018940858PMC2686466

[25] NourmohammadiSAungTNCuiJPeiJVDe IesoMLHarata-LeeY. Effect of Compound Kushen Injection, a natural compound mixture, and its identified chemical components on migration and invasion of colon, brain and breast cancer cell lines. Front Oncol. (2019) 9:314. 10.3389/fonc.2019.0031431106149PMC6498862

[26] HeX-RLiC-GZhuX-SLiY-QJaroucheMBensoussanA. High-performance liquid chromatography coupled with tandem mass spectrometry technology in the analysis of Chinese Medicine Formulas: a bibliometric analysis (1997-2015). J Sep Sci. (2017) 40:81–92. 10.1002/jssc.20160078427731929

[27] HuangTZhongLLDLinC-YZhaoLNingZ-WHuD-D. Approaches in studying the pharmacology of Chinese Medicine formulas: bottom-up, top-down-and meeting in the middle. Chin Med. (2018) 13:15. 10.1186/s13020-018-0170-429588653PMC5863461

[28] GaoLWangK-XZhouY-ZFangJ-SQinX-MDuG-H. Uncovering the anticancer mechanism of Compound Kushen Injection against HCC by integrating quantitative analysis, network analysis and experimental validation. Sci Rep. (2018) 8:624. 10.1038/s41598-017-18325-729330507PMC5766629

[29] JinYYangQLiangLDingLLiangYZhangD. Compound kushen injection suppresses human acute myeloid leukaemia by regulating the Prdxs/ROS/Trx1 signalling pathway. J Exp Clin Cancer Res. (2018) 37:277. 10.1186/s13046-018-0948-330454068PMC6245615

[30] NguyenCHBrennerSHuttaryNAtanasovAGDirschVMChatuphonprasertW. AHR/CYP1A1 interplay triggers lymphatic barrier breaching in breast cancer spheroids by inducing 12(S)-HETE synthesis. Hum Mol Genet. (2016) 25:5006–16. 10.1093/hmg/ddw32928171546

[31] KimJChoYALeeJOhJHSohnDKChangHJ Abstract 2232: Dietary flavonoids, CYP1A1 genetic variants, and the risk of colorectal cancer. Cancer Res. (2017) 77:2232–2232. 10.1158/1538-7445.AM2017-2232PMC542789728273931

[32] LythgoeBRiggsNV. Macrozamin, a toxic nitrogen-containing primeveroside. Experientia. (1949) 5:471. 10.1007/BF0216542415397410

[33] ShenHQuZHarata-LeeYNwe AungTCuiJWangW Understanding the Mechanistic Contribution of Herbal Extracts in Compound Kushen Injection with Transcriptome Analysis. bioRxiv. (2019). 10.1101/592964PMC666028631380274

How the deposited data were processed for this re-analysis (not part of the article)

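RNA was sequenced from MDA-MB-231 cells, an established human breast adenocarcinoma line, and from A431 cells, an established human epidermoid carcinoma line, in 27 libraries of 9 groups with 3 replicates each, after 48 h of treatment. The MDA-MB-231 groups were untreated, CKI at 1 mg/ml, 5-FU, and CKI plus 5-FU, and the A431 groups were untreated, vehicle control, CKI at 1 mg/ml, doxorubicin, and CKI plus doxorubicin. Groups and replicate numbers were taken from the sample labels and from Supplementary Table 1. Only the untreated MDA-MB-231 libraries are named in that table, so only they stand beside the paper's sentences. CKI was used at 2 mg/ml (a dilution of 1 in 10) in the paper and at 1 mg/ml (a dilution of 1 in 20) in the libraries analysed here, and results at that dose are given only in the closing section. The dose of doxorubicin is not printed because the labels give more than one dose without assigning it.

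The authors deposited raw read counts per gene, one column per library, made from reads that they trimmed with Trim_galore and aligned to hg19 (GRCh37) with STAR. The paper's text does not name the counting tool or the annotation, nor whether strand was used, so overlapping and antisense genes are uncertain. The table holds 24566 rows, of which 1597 have no count in any library, and 24422 of the Entrez IDs were matched to a symbol through a RefSeq table for GRCh38.p14, which was used for names only. Coordinates, transcript lengths and GC content came from an annotation of GRCh37 and were found for 99.5% of the rows. All 27 columns were matched to a sample. Rows that share an Ensembl ID were kept as deposited, and 1 row per ID was tried as an alternative. Total counts ranged from 17757206 to 21756536 in the A431 libraries and from 19871048 to 22809339 in the MDA-MB-231 libraries. No pair of replicates agreed within sampling noise.

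Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr, glmQLFit and glmQLFTest on the deposited counts, with all groups of a cell line in the fit and with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1 as thresholds, which are those of the paper. The interaction of cell line and CKI was fitted over the untreated and CKI libraries of both lines. Lists of DNA replication, cell cycle and cholesterol synthesis genes were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01, and 9 tests were adjusted together. Log2 CPM between replicates used a prior count of 2. The share of genes in the paper's lists (Supplementary Table 3) that changed in the listed direction was given with a 95% Wilson interval, which covers counting error only. The lists of Kushen and CKI genes could be read only to 1998 genes each. Genes named in the text were chosen by a rule set before the data were examined, namely the genes that the paper's qPCR and IL-1β figures concern with IL1A, IL6 and CXCL8, the genes of Figure 7A, 4 genes that differ between cell lines, and in each comparison the 3 genes of smallest adjusted p-value in each direction whose treated libraries all lie on the same side of all control libraries. Results for some of these genes are not reported here.

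The fits were tested on simulated counts with 200 changed genes before use. Each was scored on 1 simulated set, with an adjusted p-value under 0.05 alone counted as a call. The error of calls that also need the fold change threshold was not measured. In the comparison of CKI with untreated MDA-MB-231 cells, where 13870 genes were tested, 98.0% of the changed genes that passed the filter were recovered and 5.37% of the calls were unchanged genes. For the interaction of CKI and 5-FU, with 13869 genes tested, these shares were 92% and 2.65%. For the interaction of cell line and CKI, with 14551 genes tested, they were 95.0% and 9.13%, so that this interaction made more wrong calls than the nominal 5%. With 1 control library tilted by GC content, only the fit with offsets for GC content and transcript length (described below) was scored. There 13877 genes were tested, and the shares were 99.5% and 6.73%. The fit without offsets was not scored on the tilted counts, so its error with such a library is not known.

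Alternatives were DESeq2 1.42.0 with its size factors, edgeR's likelihood ratio test, RLE factors, library size alone, no filter on low counts, at least 10 counts in every sample of the fit, the compared groups alone in the fit, the adjusted p-value alone, the vehicle control in place of untreated A431 cells, the replicate number as a block, and leaving out each replicate in turn. Offsets for GC content and transcript length (a lowess with a span of 0.3), the same offsets with the replicate block, and 1 row per Ensembl ID were added after the data were seen. Libraries that share a replicate number in the labels were taken as a possible pair, and the paper does not say whether they were grown or prepared together. Primer positions came from matching the sequences of Supplementary Table 2 to GRCh37 transcripts. The effects of the alternatives are given in the closing section.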

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

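The deposited counts also cover groups that Supplementary Table 1 does not list, each with 3 libraries: MDA-MB-231 cells treated with CKI at 1 mg/ml, with 5-fluorouracil (5-FU, an inhibitor of thymidylate synthesis) or with both, and A431 cells left untreated, given a vehicle control, or treated with CKI at 1 mg/ml, with doxorubicin (a drug that intercalates in DNA) or with both. The results below are listed because they come from data the paper does not report on, or because an effect differed between groups. The comparisons and thresholds were set before the data were examined. The tests of explanations were written down before their results, except the test of a swap of the vehicle control with a CKI library and the offsets for GC content and transcript length, which were chosen only after the result was seen. Differentially expressed (DE) genes have a Benjamini-Hochberg adjusted p-value under 0.05 from edgeR's quasi-likelihood test and an absolute log2 fold change over 1. Each standard error below is the size of the log2 change divided by the square root of that test's F statistic. It was not estimated from the replicates directly and may be too small at low counts. A Spearman's rho across genes beyond 0.3 in size was taken as a relation with GC content or length and one within 0.1 as none. With transcript length the rho lay within 0.1 for CKI, 5-FU, CKI plus 5-FU and their interaction in MDA-MB-231 and for doxorubicin, and is given below for the other comparisons. In each comparison of 2 groups, 4 splits of the 6 libraries part all same-numbered pairs, and the 3 other than the actual one gave 0 DE genes, except for 1 gene in 1 split of the vehicle control. At an unadjusted p under 0.05 these other splits gave 101 to 3490 genes, and the actual ones 6372 to 12956. With 4 splits the share with as many DE genes cannot fall below 0.25, so this count alone cannot exclude chance, and the adjusted p-values speak against chance for the genes named with them.

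CKI at 1 mg/ml changed 835 of the 13999 genes tested in MDA-MB-231 cells compared to untreated, 526 of them upward. With the replicate number as a block there were 815, and same-numbered libraries of the compared groups deviated together with a mean r of 0.06. CYP1A1 rose by 6.28 on the log2 scale (standard error 0.15, adjusted p = 1.5e-10 from edgeR's quasi-likelihood test) in 3 of 3 CKI libraries. Its untreated level rests on 34, 23 and 18 counts, so this standard error may be too small. Untreated replicate 1, which stands apart from the other untreated libraries, was tested as the source of these calls. Without it, 86.0% of the genes kept their call and direction, which speaks against it as the main source. The fold changes had a rho of 0.11 with GC content, between the limits set for the test, and 95.1% of the genes kept their call with offsets for GC content and length. Of the 4 splits, 1 gave as many DE genes, namely the actual one. GC content and length are not a full explanation for the genes that kept their call, and an effect of CKI on them is a hypothesis.

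In A431 cells, CKI at 1 mg/ml changed 3554 of 15881 genes compared to untreated, 1901 upward and 1653 downward, and 3528 with the replicate block (mean r of same-numbered libraries 0.03). CYP1A1 rose by 6.77 (standard error 0.092, adjusted p = 1.2e-23 from edgeR's quasi-likelihood test) and MCM3 fell by 2.53 (standard error 0.051, adjusted p = 1.9e-20), in 3 of 3 libraries. Against the vehicle control in place of untreated cells, 65.8% of the genes kept their call and direction, so the vehicle does not account for most of them but may account for part. The rho with GC content was -0.10, just beyond the limit for no relation, that with transcript length was 0.25, further beyond it, and 77.8% of the genes kept their call with the offsets. The actual split was 1 of 4 with as many DE genes. The vehicle, GC content and transcript length are not excluded as partial sources beside CKI, which is a hypothesis for the genes that kept their call.

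The vehicle control of A431 cells differed from untreated cells in 404 genes, 166 upward and 238 downward, and in 386 with the replicate block (mean r -0.04). TNFAIP3 rose by 3.34 (standard error 0.056, adjusted p = 1.2e-21 from edgeR's quasi-likelihood test), ATF3 by 5.16 (standard error 0.12, adjusted p = 3.3e-19) and KLF6 by 3.33 (standard error 0.081, adjusted p = 1.2e-18), in 3 of 3 libraries. Fold changes ran with GC content (rho -0.58) and with transcript length (rho 0.31), both past the limit. With the offsets, 50% of the genes kept their call. A technical difference in GC content or length is therefore a candidate explanation for much of this contrast, and for the genes that stay past the thresholds after correction it is not a full one. CYP1A1 was at 4.48 CPM in the vehicle control, near the 3.88 CPM of untreated cells and far from the 423 CPM of CKI-treated cells, which speaks against a swap with a CKI library. Total counts overlapped between the untreated libraries (18218173 to 19943214) and the vehicle control (18837170 to 21756536), which speaks against library size as the source. Thinning every A431 library to 17757206 counts left 380 DE genes. With these totals, thinning could hardly have changed the count, so it adds little to that reading. The actual split was 1 of 4 with as many DE genes. TNFAIP3 stayed at 3.24 or more, ATF3 at 5.05 or more and KLF6 at 3.14 or more under the 12 alternatives run for each, the offsets among them. An effect of the vehicle is a hypothesis for such genes, and for the genes that lost their call it cannot be told apart from GC content and length. The labels do not say what the vehicle was.

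5-FU changed 1866 genes in MDA-MB-231 cells compared to untreated, 842 upward and 1024 downward, and 1841 with the replicate block, although same-numbered libraries of these groups deviated against each other (mean r -0.11). MMP1 rose by 3.43 (standard error 0.067, adjusted p = 2.9e-11 from edgeR's quasi-likelihood test) and COL13A1 fell by 2.60 (standard error 0.057, adjusted p = 5.5e-11), in 3 of 3 libraries. The rho with GC content was -0.16, and 89.1% of the genes kept their call with the offsets. CKI plus 5-FU differed from 5-FU in 1368 genes, 736 upward and 632 downward, and in 1358 with the block (mean r -0.03). Here the rho with GC content was -0.14, and 92.5% kept their call with the offsets. The actual split was 1 of 4 with as many DE genes in each comparison. Effects of the drugs remain as hypotheses for the genes that kept their call, and GC content is not excluded for the others.

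Doxorubicin changed 5925 genes in A431 cells compared to untreated, 3650 upward and 2275 downward, and 5919 with the replicate block (mean r 0.03). LY6D fell by 7.37 (standard error 0.089, adjusted p = 9.5e-25 from edgeR's quasi-likelihood test), and MX2 rose by 5.43 (standard error 0.086, adjusted p = 7.0e-23), in 3 of 3 libraries. The rho with GC content was -0.10, and 93.4% of the genes kept their call with the offsets. Against the vehicle control in place of untreated cells, 5037 of the 5925 genes kept their call and direction. CKI plus doxorubicin differed from doxorubicin in 2369 genes, 1094 upward and 1275 downward, and in 2362 with the block (mean r 0.01). INSIG1 rose by 3.06 (standard error 0.059, adjusted p = 1.4e-20) and ADAM11 fell by 5.16 (standard error 0.11, adjusted p = 8.7e-20). The rho was -0.19 with GC content and 0.21 with transcript length, and 85.6% kept their call with the offsets. In both comparisons the actual split was 1 of 4 with as many DE genes. Effects of the drugs are hypotheses for the genes that kept their call. For the others, GC content is not excluded in either comparison. Nor is the vehicle for doxorubicin against untreated, or transcript length for CKI plus doxorubicin against doxorubicin.

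The effect of CKI differed between the cell lines, by the test of the interaction, in 2745 of 14848 genes, 1317 with a more positive change in A431 and 1428 with a more positive change in MDA-MB-231, although which of these was larger depended on the setting (1531 and 1281 with DESeq2). With the replicate number within cell line as a block there were 2764. CDC20 fell by 2.36 more in A431 (standard error 0.092, adjusted p = 2.8e-09 from edgeR's quasi-likelihood test). ABCA1 changed by -3.20 under CKI in MDA-MB-231. Its change under CKI was 4.32 more positive in A431 (standard error 0.14, adjusted p = 1.2e-09 from the same test). Without untreated MDA-MB-231 replicate 1, 89.5% of the genes kept their call. With the vehicle control as the A431 control, 1658 of the 2745 did. The rho was -0.17 with GC content and 0.29 with transcript length, and 71.2% of the genes kept their call with the offsets. In 1 simulated set, with the adjusted p-value alone as the threshold, 9.13% of the calls of this interaction were unchanged genes. Of the 32 splits that part all same-numbered pairs, 5 gave as many DE genes. The other 4 exchange the CKI and untreated labels of 2 or all 3 pairs in MDA-MB-231 and of no pair in A431, so that their contrast approaches the sum of the CKI effects, and they gave up to 4232 genes. Splits that exchange labels in A431 gave at most 68. Since those 4 splits hold CKI effects, the count of 5 does not test chance. A difference between the lines is a hypothesis beside the vehicle, GC content and transcript length, which are not excluded for the genes that lost their call.

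Within MDA-MB-231, the effect of CKI differed with and without 5-FU in 958 genes, 425 with a more positive change with 5-FU and 533 with a more negative one, and in 911 with the replicate block. MMP1 rose under CKI in both settings, by 2.94 without 5-FU and by 0.44 with it. The interaction was -2.50 (standard error 0.088, adjusted p = 1.5e-08 from edgeR's quasi-likelihood test). Without untreated replicate 1, 84% of the genes kept their call. The rho with GC content was -0.22, and 84.3% kept their call with the offsets. As between the lines, 5 of the 32 splits gave as many DE genes, the other 4 being those that exchange the labels of 2 or all 3 pairs without 5-FU and of none with it, with up to 2748 genes. They hold CKI effects too, so the count does not test chance. An interaction of the drugs is a hypothesis for the genes that kept their call, and GC content is not excluded for the others.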

How the results depend on the processing

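The alternatives were set before the data were examined, except the offsets for GC content and transcript length, the same offsets with the replicate block, and 1 row per Ensembl ID, which were chosen after seeing the data. The causes of the changes below were not tested unless a value is given.

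Counts of DE genes are given for CKI, 5-FU and doxorubicin compared to untreated, for the vehicle control, for CKI added to each drug, and for the 2 interactions. With the adjusted p-value alone, the counts rose from 835 to 5066 for CKI in MDA-MB-231, from 3554 to 10648 for CKI in A431, from 404 to 6747 for the vehicle control, from 1866 to 7992 for 5-FU, from 1368 to 7059 for CKI plus 5-FU against 5-FU, from 5925 to 12802 for doxorubicin, from 2369 to 10102 for CKI plus doxorubicin against doxorubicin, from 2745 to 6974 for the cell line interaction and from 958 to 4396 for the interaction with 5-FU. At least 10 counts in every sample gave 504 genes for CKI in MDA-MB-231, 174 for the vehicle control, 903 for CKI plus 5-FU, 3197 for doxorubicin and 1431 for CKI plus doxorubicin. The vehicle control also fell to 263 with only the compared groups in the fit, to 244 with the GC and length offsets and to 237 with the replicate block and those offsets. Every other alternative stayed within 1.5 times the count first given, among them DESeq2, RLE factors, library size alone, no filter and the vehicle control as the control (3100 for CKI in A431). For the interaction with 5-FU, the setting with only the compared groups uses the same samples and cannot move the count. With the replicate block the counts were 815, 3528, 386, 1841, 1358, 5919 and 2362 for the 7 simple comparisons in the order above, and 2764 and 911 for the interactions, and same-numbered libraries had a mean correlation of deviations of -0.038 in MDA-MB-231 and -0.004 in A431, so the numbers show no pairing.

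Leaving out 1 replicate at a time gave from 801 to 926 genes for CKI in MDA-MB-231, from 3457 to 3605 in A431, from 324 to 561 for the vehicle control, from 1810 to 2133 for 5-FU, from 1326 to 1379 for CKI plus 5-FU, from 6073 to 6297 for doxorubicin, from 2363 to 2497 for CKI plus doxorubicin, from 2646 to 2953 for the cell line interaction and from 850 to 1086 for the interaction with 5-FU. Scaling by library size alone moved the share of genes called upward from 45.1% to 59.8% for 5-FU and from 61.6% to 78.2% for doxorubicin. For doxorubicin, at least 10 counts in every sample, which also drops genes without counts in untreated cells, gave 50.6%. For the interaction with 5-FU, library size alone moved the share more positive with 5-FU from 44.4% to 36.4%. With CKI, it moved the share called upward from 63.0% to 70.8% in MDA-MB-231 and from 53.5% to 62.9% in A431. For the vehicle control this share moved from 41.1% to 59.2% with at least 10 counts and to 61.5% with the offsets, and for CKI plus doxorubicin from 46.2% to 51.9% with the offsets. For the cell line interaction, the share more positive in A431 moved from 48.0% to 54.4% with DESeq2, 53.9% with RLE factors, 50.8% with library size alone, 56.0% without a filter, 55.2% with at least 10 counts, 56.0% with the offsets and 51% with the vehicle control, so neither side holds a stable majority. With the adjusted p-value alone the larger side changed in 6 of the 9 comparisons.

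With the inter-gene correlation estimated from the data, which enters only the p-value, the adjusted p-value from camera of the replication list was 0.060 in MDA-MB-231 (median log2 fold change -0.27) and 0.11 with 5-FU (-0.29). The cell cycle list in MDA-MB-231 had medians from -0.14 to -0.053 and adjusted p-values from 0.017 to 0.40 over its 10 alternatives, the highest with that estimated correlation, and passed the threshold only in 3 of the 6 fits that each left out a replicate (medians from -0.14 to -0.085). The other lists and comparisons stayed below 0.05 over all alternatives of each.

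With only the listed genes of adjusted p-value under 0.05, the share that changed in the listed direction was 98.7% for the CKI list, 99.0% for the Kushen list, 91.7% for the Baituling list and 78.0% for the CKI-against-Kushen list in MDA-MB-231, 87.6%, 87.5% and 66.7% for the first 3 lists in A431, and 82.3%, 89.2% and 36.7% for the CKI, Kushen and CKI-against-Kushen lists with 5-FU. Without a filter the shares in A431 were 79.5% for the CKI list and 77.7% for the Kushen list. With the other control libraries, in CKI plus 5-FU against 5-FU, the CKI list had 75.0%. Across the fits without 1 replicate, shares in MDA-MB-231 ranged from 92.0% to 94.2% for the CKI list and from 93.2% to 94.7% for the Kushen list.

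Of 77 results for named genes, 65 kept direction and side of an adjusted p-value of 0.05 under every alternative run, whatever the size of the change. Among these, ID1 and ALDH3A1 in the vehicle control fell below a log2 fold change of 1 in size with the offsets (-0.70 and -0.78). Against the vehicle control, CKI in A431 gave reversed log2 fold changes of -0.31 for IL1B, -1.16 for IL1A and -1.37 for CXCL8. CCND1 under CKI in MDA-MB-231 ranged from -0.25 to 0.0010 over the fits without 1 replicate. Adjusted p-values from edgeR's quasi-likelihood test ran from 4.8e-05 to 0.996 there, against 0.57 with all replicates. Without untreated replicate 1 the untreated level was 823 CPM instead of 739, against 694 CPM with CKI. The result for CCND1 therefore depends on that library. RPS13 under CKI plus 5-FU against 5-FU, at 0.0085, was -0.00384 with DESeq2, -0.00384 with RLE factors, -0.19 with the offsets, -0.19 with the replicate block and the offsets, and from -0.018 to 0.043 in the fits without 1 replicate. Among the named genes, 3 results lost and 5 gained an adjusted p-value under 0.05 in at least 1 alternative. Low counts limit CYP1A1 in untreated MDA-MB-231 cells, which rests on 18 to 34 counts.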

Other observations

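Some tests in this part were chosen only after the result was seen. These are the tests of untreated MDA-MB-231 replicate 1 and that of A431 reads in a 5-FU library. For doxorubicin, they are those of library size and of the share of MDA-MB-231 levels. The GC and length offsets, and the test of shared untreated libraries with its limits, were also chosen after the result was seen. The other tests were written down before their results.

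Untreated MDA-MB-231 replicate 1 differed from replicates 2 and 3 along GC content. Its deviation from their mean had a Spearman's rho of -0.66 with GC content across genes, larger in size than in the other 26 libraries, where the largest was 0.58 (untreated replicate 2, whose deviation includes replicate 1, and vehicle control replicate 3), and a partial rho of -0.44 with transcript length given GC content. Its total of 19979962 counts lies within the range of the other MDA-MB-231 libraries. CYP1A1 was at 1.80 CPM in it, against 97.1 CPM in CKI-treated cells, which speaks against exposure to CKI or a swap. The deviation of replicate 1 had a rho of 0.23 with the CKI effect measured against replicates 2 and 3. Both are taken against replicates 2 and 3, so this rho cannot separate exposure to CKI from the shared reference. Over genes high in A431 and near 0 in CKI-treated MDA-MB-231 cells, replicate 1 had a median share of 0% of their A431 level. Replicates 2 and 3 had the same share, so reads from A431 cells were not detectable at this depth. A difference in GC content and transcript length, as RNA quality or library preparation could give, remains as the candidate explanation. No biological explanation other than exposure to CKI was tested. This library is among the controls of the paper's comparisons with untreated cells. Across the 209 genes of the paper's Baituling list that were tested, the paper's log2 fold change had a rho of -0.27 with its deviation. This was -0.14 over 1839 genes of the Kushen list and -0.11 over 1930 of the CKI list, against 0.07 over 189 genes of the CKI-against-Kushen list, which uses no untreated library. The first 3 values lie between the limits set. Given the rho of 0.23 with the CKI effect, the value without a contribution may not be 0 for the CKI list. A contribution of this library to those lists can therefore neither be shown nor excluded.

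The vehicle control raised inflammatory genes in A431 cells about as much as CKI did or more. IL1B was at 164 ± 9.95 CPM in untreated cells, 472 ± 30.5 in the vehicle control and 382 ± 12.1 with CKI (SD, n = 3 each). The vehicle control changed IL1B by 1.53, IL1A by 2.02 and CXCL8 by 3.32 on the log2 scale compared to untreated (adjusted p = 7.5e-15, 8.6e-15 and 3.1e-17 from edgeR's quasi-likelihood test), in 3 of 3 libraries each. With the replicate block these were 1.53, 2.01 and 3.32, and with the GC and length offsets 1.47, 1.78 and 3.03. CKI compared to untreated gave 1.22, 0.85 and 1.95, and compared to the vehicle control -0.31, -1.16 and -1.37. Fold changes of the vehicle control ran with GC content (rho -0.58), but these 3 genes stayed past the thresholds after the correction, so GC content and length are not a full explanation for them. A response to the vehicle or to handling is a hypothesis, which these libraries cannot separate.

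The lists of replication (35 genes), cell cycle (34) and cholesterol synthesis genes (19) were tested with limma's camera in 3 comparisons. Cholesterol synthesis genes rose under CKI at 1 mg/ml, by a median of 1.16 in MDA-MB-231 (adjusted p = 6.9e-31), 1.58 in A431 (adjusted p = 5.9e-20) and 0.76 with 5-FU (adjusted p = 1.6e-11). With the replicate block the medians were 1.17, 1.58 and 0.76, and against the vehicle control 1.11 in A431. In MDA-MB-231, 19 of 19 passed an adjusted p-value of 0.05 both over all genes and over the list alone, 18 of them higher. Replication genes fell by 1.76 in A431 (adjusted p = 9.7e-33) and cell cycle genes fell by 1.92 (adjusted p = 1.9e-38), with 34 of 35 (33 lower and 1 higher) and 34 of 34 genes (each lower) below that adjusted p-value. In MDA-MB-231 the medians were -0.27 (adjusted p = 3.7e-05) and -0.12 (adjusted p = 0.053), so the fall of the cell cycle genes did not pass there, and with the replicate block they were -0.26 and -0.12. With 5-FU they were -0.29 (adjusted p = 9.3e-04) and -0.45 (adjusted p = 5.8e-09), and with the block -0.29 and -0.45. The difference between the lines was tested gene by gene only, not for the lists.

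Genes of the paper's CKI list at 2 mg/ml, as far as it could be read, changed in the listed direction at 1 mg/ml for 93.8% of 1930 genes in MDA-MB-231 (95% Wilson interval 92.7% to 94.8%). That comparison shares its untreated libraries with the paper's list. In CKI plus 5-FU against 5-FU, which shares none, 75.0% of the genes did (73.0% to 76.9%), and in A431 81.5% of 1867 (79.6% to 83.2%). The shared libraries therefore may add to the first share but do not account for all of it. For the Kushen list the shares were 94.9%, 81.6% and 80.4%, for the Baituling list 80.9%, 58.9% and 60.4%, and for the CKI-against-Kushen list 68.8%, 46.0% and 64.9%, in the same order. Listed and observed log2 fold changes had a Spearman's rho of 0.86, 0.57 and 0.61 for the CKI list, 0.88, 0.65 and 0.57 for the Kushen list and 0.64, 0.12 and 0.12 for the Baituling list. For the CKI-against-Kushen list rho was 0.0052, -0.013 and 0.024. That list holds differences between CKI and Kushen, while the changes here are of CKI against controls without Kushen. No Kushen library was analysed, so the shares and rho of that list do not test whether it recurs. Genes are not independent replicates, so the intervals cover counting error only.

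More genes had counts in A431 cells treated with doxorubicin, 20725 on average against 16692 in untreated cells. The doxorubicin libraries had at most 18097251 counts and the untreated ones at least 18218173, so library size does not explain this difference. Thinning every library to the same total left 101% of the difference. With these totals, thinning could hardly have lowered the difference, so it adds nothing to that reading. A total of 1923 genes had more than 3 counts in every doxorubicin library and no more than 3 in every untreated one, and 1445 of them also passed in every library of CKI plus doxorubicin. Of the 1923, 53.4% had no more than 3 counts in every MDA-MB-231 library, just past the limit of 50% set against reads from MDA-MB-231 cells as their source. Over 28 genes high in MDA-MB-231 and near 0 in untreated A431 cells, the median share of the MDA-MB-231 level was at least 0.53% in the doxorubicin libraries, against at most 0.23% with CKI, 0.091% in the vehicle control and 0.093% in untreated cells. The 3-fold excess set for that explanation was therefore passed against the vehicle control and untreated libraries but not against the highest CKI library, while the quartiles of the share lay more than 3-fold apart in each doxorubicin library (0.32% and 1.01% in replicate 1), unlike a common share of reads. Such reads therefore do not explain the genes with no more than 3 counts in MDA-MB-231 cells, and are not excluded as a part of the counts of the others. Reads from genomic DNA or unspliced RNA were not tested, and wider transcription under doxorubicin is a hypothesis only.

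In replicate 1 of MDA-MB-231 cells treated with 5-FU, KRT5 had 3.98 CPM against 0.825 and 1.21 CPM in replicates 2 and 3. KRT5 is at 3588 CPM in untreated A431 cells. Over 50 genes high in A431 and near 0 in CKI-treated MDA-MB-231 cells, the median share of the A431 level was 0.18% in this library, against 0% and 0.020% in the others. A small carry-over of reads from an A431 library may explain these counts, as the test fits its prediction. For genes at such levels, the change with 5-FU rests in part on this library.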
